A study of Homo sapiens with 6 samples. Its data were reported in "Glycogene Expression Alterations Associated with Pancreatic Cancer Epithelial-Mesenchymal Transition in Complementary Model Systems" (2010).

How the data were processed

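Gene expression in Panc-1 cells, an established line from a human pancreatic adenocarcinoma, was measured on 6 Affymetrix Human Genome U133 Plus arrays, 3 from untreated cells and 3 from cells treated with TGFβ. Per the labels, cells were starved of serum for 24 h and treated cultures received 5 ng/mL porcine TGFβ for 48 h. The study's methods give 5 nM, so the sources conflict on the dose. Which is right is not settled here, and the value of the labels is used. Total RNA was extracted, purified on columns and made into biotinylated cRNA by the submitters.

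The deposited file held log2 values, 1 per probe set and array, for 54675 probe sets. The unit was read from the values, which ran from 2.89 to 14.8. The quartiles of the 6 arrays were close to each other, but whether the authors normalised the values between arrays before deposit, and with which software, is not given in the sources used here. The arrays' lower quartiles were 4.04 to 4.09 and their upper quartiles 7.65 to 7.73. On each array 33.4% to 33.8% of probe sets had a signal of at least 100. The number of arrays limits the precision of every value.

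Of the probe sets, 62 were controls and were left out of the tests. Among the other 54613, the platform's annotation named exactly 1 gene for 41091, several genes for 1801 and no gene for 11721. The 41091 probe sets covered 19777 genes, matched by Entrez ID, and 19735 of these IDs were found in the RefSeq gene table, which was used to update symbols. No genome build comes with array values, so no coordinates are given. CD302 was not analysed here.

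Following the study's methods, probe sets with a mean signal below 100 (6.64 on the log2 scale) in both groups were left out, which kept 19101. A gene's value was the mean of the log2 values of its remaining probe sets that name only that gene, giving 10115 genes. Differences between TGFβ and untreated arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) with the replicate number as a block, because the study's methods use a paired test. The test left 2 residual degrees of freedom, to which the variance model added 4.12 prior degrees of freedom for genes. A Benjamini-Hochberg adjusted p under 0.05 counted as changed. Fold changes are differences of mean log2 values, TGFβ minus untreated, given with the standard error (SE) of the model. Plots were drawn in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.

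Gene lists were fixed before the data were examined. They covered epithelial and mesenchymal genes, EMT transcription factors, TGFβ targets and pathway components, the actin cytoskeleton, extracellular matrix and its enzymes, integrins, families of glycosylation genes, the Notch pathway, growth factors, cell cycle, stress and metabolic programmes, housekeeping genes and markers of other cell types. The study's own list of glycosylation and EMT genes, called glycogenes below, was taken whole and by category, as were the genes the study singled out as raised or lowered in these samples. The 47 lists with at least 5 measured genes were tested with camera at a preset correlation between genes of 0.01, again with the correlation estimated from the data, and with fry, each adjusted over the 47 lists. Whether glycogenes changed more often than other genes was tested with Fisher's exact test, two-sided, on the 10115 genes, with a 95% confidence interval.

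The genes named were chosen by a rule set before the data were examined. They are the 10 largest rises and 10 largest falls among genes past the test that moved the same way in all 3 same-numbered pairs and whose probe sets did not differ in sign, a fixed set of anchor genes from the study's subject, up to 4 changed members with the largest change from each list described, and the control probe sets of GAPDH and ACTB at the 5', middle and 3' positions.

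The workflow was tested on simulated data, in which changes of known size were planted among 10115 genes. It recovered 40 of 50 genes planted at 1.25-fold and 50 of 50 at 1.5-fold, at 2-fold and at 4-fold. A list shifted as a whole was planted too. Of 224 genes called, 10 were false (4.46%), and 0 of 40 lists without a planted change were called. Far fewer genes changed in the simulation than in the real data (5934 called), so these rates need not hold there.

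Alternatives covered the replicate block, the filter on low signal, normalisation between arrays, a constant of 16 added before the logarithm, the variance model, probe sets with names ending in _x_at, the choice of probe set per gene, each replicate left out, thresholds, the methods' t-test, and the background of the enrichment test. An enrichment test of genes changed by at least 1.5-fold was added after seeing the data.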

Results

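Expression was compared between Panc-1 cells treated with 5 ng/mL TGFβ for 48 h and untreated cells, with 3 arrays per group. TGFβ is a cytokine that induces epithelial-mesenchymal transition (EMT), in which epithelial cells lose cell-cell contacts and become motile, and the study asked whether genes of glycosylation change in it. The median signal of the 6 arrays ranged from 5.14 to 5.21 on the log2 scale. Across the probe sets tested, which are not independent replicates, the lowest correlation between arrays of the same group was 0.995 and correlations between arrays of different groups were 0.954 to 0.959. The median standard deviation of a probe set within a group was 0.080.

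The comparison of TGFβ with untreated cells showed lower messages of E-cadherin and the keratin KRT8 and higher messages of type I collagen and testican. CDH1 (Entrez 999), which encodes the epithelial adhesion protein E-cadherin, fell from 7.58 ± 0.077 to 5.56 ± 0.24 (log2, SD, n = 3 arrays per group), 4.04-fold lower. COL1A1 (Entrez 1277), a chain of type I collagen, rose from 7.55 ± 0.17 to 10.6 ± 0.080 (log2, SD, n = 3), 8.43-fold higher. SPOCK1 (Entrez 6695), the core protein of the proteoglycan testican, rose from 8.05 ± 0.059 to 11.1 ± 0.027 (log2, SD, n = 3), 8.04-fold higher.

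By limma, 5934 of 10115 genes changed (58.7%), of which 2799 were higher and 3135 lower with TGFβ. A change of at least 1.5-fold was found in 1357 of them, 627 higher and 730 lower, and a change of at least 2-fold in 448, 239 higher and 209 lower. The median log2 fold change of all genes was -0.013 and the median SE was 0.056. Of 19101 probe sets, 10524 changed (55.1%), 5078 higher and 5446 lower, while the methods' t-test called 8588 on linear values and 8637 on log2 values at an unadjusted p under 0.05, and 2965 and 3274 after Benjamini-Hochberg adjustment.

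The largest rise was in TUBA4A, an alpha-tubulin gene (log2 fold change 3.91, SE 0.056). It was followed by CDH19, a cadherin (3.88, SE 0.061), LTBP2, a matrix protein of the latent TGFβ binding family (3.36, SE 0.066), FOXS1, a forkhead transcription factor (3.16, SE 0.066), and COL1A1 (3.08, SE 0.084). Next were PLEK2 (3.02, SE 0.064), SPOCK1 (3.01, SE 0.051), the oxytocin receptor gene OXTR (2.96, SE 0.19), the metalloproteinase gene ADAM19 (2.85, SE 0.073) and the transcriptional repressor HEY1, a Notch target (2.82, SE 0.051). The largest fall was in the antisense RNA SSTR5-AS1 (-3.72, SE 0.088), then in TXNIP, which encodes the thioredoxin-interacting protein (-3.49, SE 0.090), and PDK4, a kinase that inhibits pyruvate dehydrogenase (-3.11, SE 0.087). Further falls were found in the transporter SLC4A11 (-2.96, SE 0.051), KLRC3 (-2.79, SE 0.12), the arrestin family gene ARRDC4 (-2.73, SE 0.074), SUSD2 (-2.64, SE 0.054), ARID5B (-2.57, SE 0.068), the TGFβ co-receptor gene TGFBR3 (-2.57, SE 0.060) and SDR16C5 (-2.56, SE 0.080). Adjusted p for these 20 genes ranged from 3.08e-06 to 7.62e-05, and each moved the same way in all 3 same-numbered pairs. Ranks and sizes rest in part on dim signals. The lower group of CDH19 (3.99), PDK4 (4.44), ADAM19 (4.93), OXTR (5.02) and FOXS1 (5.14) lay under the array medians. That of SUSD2 (5.72) and ARID5B (7.66) lay above them. Without the filter on low signal a gene's mean also takes in its probe sets below the limit in both groups. The log2 fold change was then 2.02 for CDH19, 1.45 for ADAM19, -1.36 for PDK4, -1.61 for SUSD2 (-1.65 without replicate 1) and -0.55 for ARID5B. Of the 164 genes picked for naming that passed, 66 changed in size by more than 1.5 times between settings, 50 of them with the setting without that filter at one end. KLRC3 belongs to a family of nearly identical genes, so its probe set cannot be assigned to it with certainty.

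Among 23 epithelial genes measured, 13 fell, 5 rose and 5 did not pass the test. The keratin KRT8 fell by 2.18 (SE 0.059), CDH1 by 2.02 (SE 0.11, and by 1.19 without the filter on low signal), JUP, which encodes the junction protein plakoglobin, by 1.86 (SE 0.067) and the tight junction gene CLDN3 by 1.61 (SE 0.062), all on the log2 scale. As a list, epithelial genes did not pass camera (adjusted p = 0.170, and 0.0186 without the filter on low signal). Of 13 mesenchymal genes, 10 rose and 1 fell. Among the rises were the thrombospondin gene THBS1 (2.34, SE 0.10), TAGLN (2.31, SE 0.055), MYL9 (2.13, SE 0.067) and TPM1 (1.60, SE 0.051). Without the filter on low signal THBS1 rose by 1.11 and MYL9 by 1.17. The mesenchymal list passed camera (adjusted p = 0.000344), with adjusted p = 0.831 with an estimated correlation. The intermediate filament gene VIM rose from 13.9 ± 0.026 to 14.3 ± 0.023 (log2, SD, n = 3), a log2 fold change of 0.36 that was 0.79 without the filter on low signal, and CDH2, the gene of N-cadherin, rose by a log2 fold change of 0.41 (SE 0.065).

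**Figure D1:**
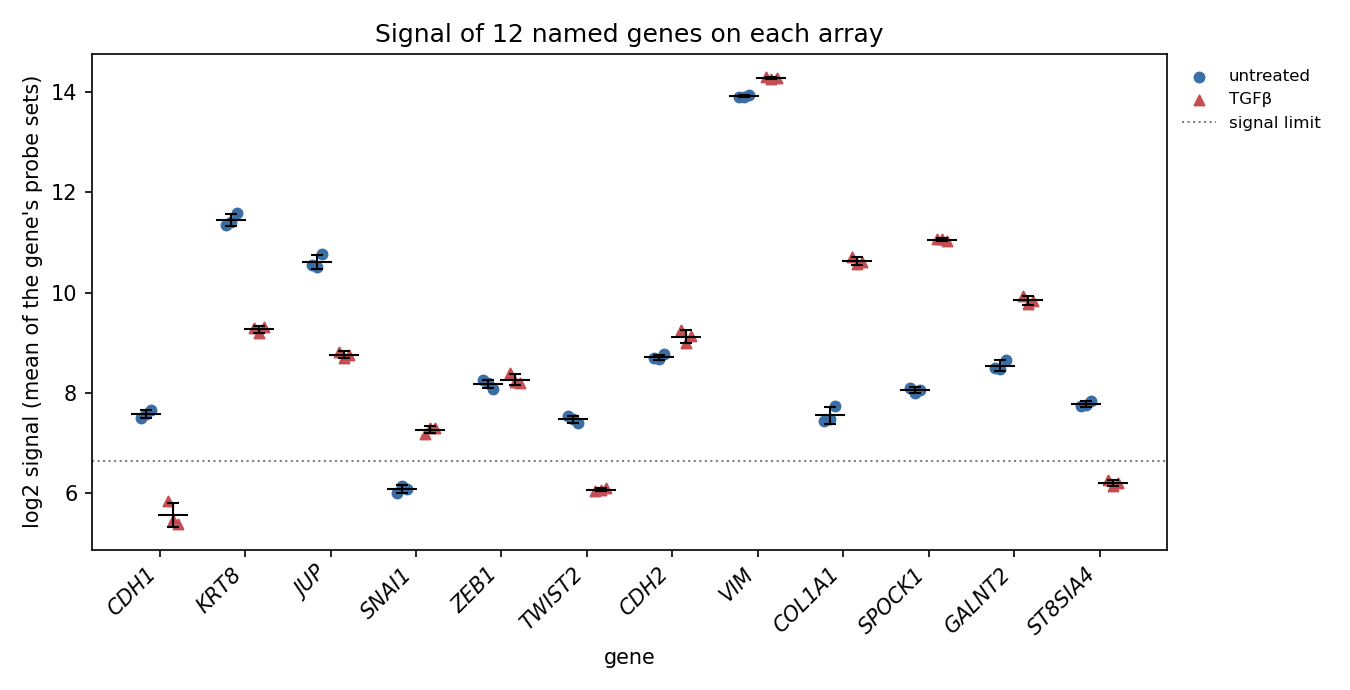
The vertical axis is the log2 signal of a gene, the mean of its probe sets, on each array, with circles for the 3 untreated and triangles for the 3 TGFβ arrays, and the black bars give the mean and SD of each group. The dotted line is the signal limit of 100 (6.64 on the log2 scale). CDH1 lies at 7.58 without and 5.56 with TGFβ, while ZEB1 lies at 8.18 and 8.26.

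Of 9 EMT transcription factors measured, 4 rose and 3 fell (camera adjusted p = 0.540). SNAI1, a repressor of CDH1, rose from 6.08 ± 0.076 to 7.26 ± 0.073 (log2, SD, n = 3). The chromatin protein gene HMGA2 (1.58, SE 0.082, and 0.59 without the filter on low signal) and ETS1 (0.91, SE 0.090) rose as well. TWIST2 fell (-1.41, SE 0.058, and -0.68 without the filter on low signal). ZEB1, another repressor of CDH1, did not pass the test (log2 fold change 0.085, SE 0.053, adjusted p = 0.210), with 1 of its 3 probe sets higher (0.36, SE 0.073) and the other two at -0.094 and -0.0082, and its sign turned when the probe set with the highest signal stood for the gene (-0.0082) or under the stricter filter on signal (-0.051). FN1, SNAI2, ZEB2, VCAN, LY75 and GALNT3 had mean signals below the limit of 100 in both groups. Without the filter on low signal SNAI2 (1.26, SE 0.18, adjusted p = 0.00223) and FN1 (0.56, SE 0.057, adjusted p = 0.000584) rose, and the other 4 did not pass the test (adjusted p = 0.224 to 0.939). The FN1 value is the mean of 7 probe sets that moved unequally, for example from 4.72 to 5.84 and from 5.12 to 5.15.

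TGFβ targets and the actin cytoskeleton gave the lists with the lowest p-values among those not taken from the study's tables. Of 23 TGFβ-induced targets, 17 rose and 2 fell (adjusted p = 9.37e-07, and adjusted p = 0.831 with an estimated correlation). Examples were the growth factor binding protein IGFBP3 (2.61, SE 0.052) and PMEPA1, an inhibitor of TGFβ signalling (2.60, SE 0.063), with rises also in TGFBI (1.34, SE 0.049) and the inhibitory SMAD7 (1.07, SE 0.10). Among 17 components of the TGFβ pathway itself 5 rose and 8 fell (adjusted p = 0.390), with TGFB1 higher (1.38, SE 0.052) and TGFBR3, INHBB (-1.44, SE 0.085) and SMAD3 (-0.88, SE 0.050) lower. Of 3 ID genes, which encode inhibitors of DNA binding, ID1 (1.97, SE 0.049) and ID2 (0.77, SE 0.061) rose and ID3 fell (-0.40, SE 0.054). Of 25 actin and contractile genes, 19 rose and 2 fell (adjusted p = 6.13e-07, and adjusted p = 0.831 with an estimated correlation), led by TAGLN, MYL9, the focal adhesion gene ZYX (1.78, SE 0.053) and the tropomyosin TPM4 (1.71, SE 0.072). The ACTB control probe sets, used to judge RNA quality, were higher on the TGFβ arrays too, by 0.28 at the 3' end and 0.50 at the 5' end, and their 3' to 5' difference went from 0.554 ± 0.031 to 0.335 ± 0.060 (log2, SD, n = 3). For GAPDH that difference was -0.0096 ± 0.0096 without and -0.028 ± 0.023 with TGFβ.

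Of 23 matrix proteases and crosslinkers, 18 rose and 1 fell (adjusted p = 2.08e-06, and adjusted p = 0.831 with an estimated correlation). ADAM19, the transglutaminase TGM2 (1.89, SE 0.063) and the collagen hydroxylases P4HA3 (1.76, SE 0.096) and PLOD1 (1.34, SE 0.089) had the largest rises. Of 10 collagens 6 rose and 3 fell (adjusted p = 0.203, and 0.0101 without the filter on low signal), with COL1A1 followed by COL7A1 (2.29, SE 0.077) and COL5A1 (1.35, SE 0.12). Of 12 integrins, the receptors for matrix proteins, 6 rose and 2 fell (adjusted p = 0.118, and 0.0031 under the stricter filter). Rises were found in ITGB3 (1.77, SE 0.057), ITGA2 (1.68, SE 0.063) and ITGA3 (1.07, SE 0.083). The ITGB3 value was 1.17 without the filter on low signal and 3.005 with the filter on the mean over all arrays. ITGB8 fell (-1.11, SE 0.16), a call that was lost without the filter on low signal (adjusted p = 0.136, the highest over its alternatives). Of 5 laminins, 2 rose and 3 fell (adjusted p = 0.804), with LAMA5 lower (-0.90, SE 0.098). Of 17 growth factors and cytokines, 12 rose and 4 fell (adjusted p = 0.00296, and adjusted p = 0.831 with an estimated correlation), including ANGPTL4 (2.54, SE 0.062), IL11 (1.58, SE 0.050, the mean of probe sets at 2.62 and 0.53) and the EGF receptor ligand HBEGF (1.43, SE 0.054).

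**Figure D2:**
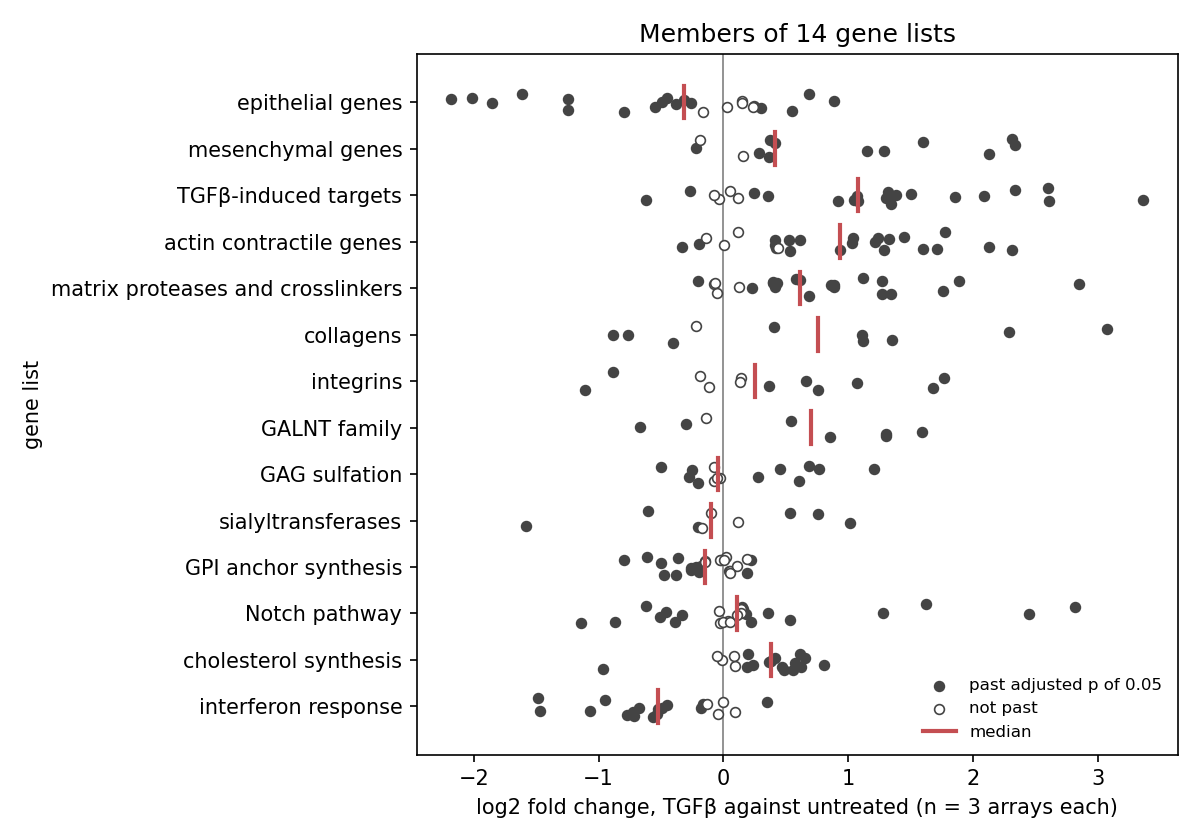
Each point is 1 measured gene of the list named on the vertical axis, placed by its log2 fold change with TGFβ (n = 3 arrays per group), filled where the gene passed an adjusted p of 0.05. Red bars are list medians. Actin and contractile genes have a median of 0.94 and interferon response genes one of -0.52.

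The second comparison asked whether glycogenes changed more often than other genes. Of 581 distinct glycogenes in the study's list, 531 were on the array and 281 were measured. Of these, 184 changed (65.5%), 98 higher and 86 lower, and adjusted over the list alone 102 were higher and 87 lower. Among the 9834 other genes 5750 changed (58.5%), an odds ratio of 1.35 (95% confidence interval 1.04 to 1.75, Fisher's exact p = 0.0195). For changes of at least 1.5-fold, a threshold chosen after seeing the data, the counts were 60 of 281 and 1297 of 9834, an odds ratio of 1.79 (1.31 to 2.40, Fisher's exact p = 0.00018). The 281 include genes of the EMT, TGF and Notch categories. Of the 247 without these, 26 rose and 21 fell by at least 1.5-fold, against 34 and 26 of the 281. Enrichment of the 247 at that threshold was not tested. The first result did not hold in Fisher's exact test with genes called by the methods' t-test at an unadjusted p under 0.05 (odds ratio 1.24, p = 0.0791), under the stricter filter (1.31, p = 0.0634) or without replicate 1 (1.28, p = 0.0598). The odds ratio was 1.33 (95% interval 1.01 to 1.75) for those 247 genes and 1.34 (1.05 to 1.73) when matched on mean signal. Glycogenes did not move one way as a list (camera adjusted p = 0.390), nor did the 247 that remain without the EMT, TGF and Notch categories, of which 83 rose and 78 fell (adjusted p = 0.540).

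Of 16 proteoglycan core proteins, 6 rose and 5 fell (adjusted p = 0.883), with SPOCK1 higher and TGFBR3, SRGN (-1.07, SE 0.060) and GPC6 (-0.83, SE 0.049) lower. Of 14 genes of glycosaminoglycan sulfation, 6 rose and 4 fell (adjusted p = 0.540). The rises included the chondroitin sulfotransferases CHST3 (1.21, SE 0.072) and CHST11 (0.68, SE 0.076) and PAPSS2, which makes the sulfate donor (0.77, SE 0.072). Of 11 genes of sulfate removal and degradation, 3 rose and 6 fell (adjusted p = 0.732), with SULF2, an extracellular heparan sulfatase, higher (1.51, SE 0.088) and the lysosomal glucuronidase GUSB lower (-0.40, SE 0.054). Of 18 genes of chain synthesis, 8 rose and 4 fell (adjusted p = 0.390), DSEL among the rises (0.80, SE 0.052). Of 4 hyaluronan genes measured 3 rose, namely the synthase HAS2 (0.50, SE 0.049), the receptor CD44 (0.31, SE 0.049) and the hyaluronidase HYAL2 (0.19, SE 0.048). For CD44 the sign turned when its probe set with the highest signal stood for the gene (-0.019), and the call was lost without the filter on low signal (adjusted p = 0.0526). HYAL2 lost its call with median centring (adjusted p = 0.059), without replicate 2 (0.075) and without replicate 3 (0.0918). MRC2, an endocytic collagen receptor and the 1 measured member of its family, rose (0.71, SE 0.10).

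O-glycosylation starts with the GALNT enzymes, of which 5 of 8 rose and 2 fell (adjusted p = 0.203, and 0.0494 under the stricter filter). GALNT6 (1.59, SE 0.12), GALNT10 (1.31, SE 0.075), GALNT2 (1.30, SE 0.066) and GALNT1 (0.86, SE 0.052) were higher. Of 7 genes that extend O-glycan cores, 2 rose and 3 fell (adjusted p = 0.732). Of 9 sialyltransferases, 3 rose and 3 fell (adjusted p = 0.866). ST6GALNAC4 (1.01, SE 0.051) and ST6GAL1 (0.76, SE 0.058) were higher and ST8SIA4, which makes polysialic acid, was lower (-1.58, SE 0.056). The log2 fold change without the filter on low signal was 0.32 for ST6GAL1 and -1.12 for ST8SIA4. Of 20 genes of N-glycan processing, 7 rose and 6 fell (adjusted p = 0.761). MGAT4A, a branching enzyme, was lower (-0.95, SE 0.066, and -0.44 without the filter on low signal). Of 6 fucosyltransferases, 2 rose and 1 fell (adjusted p = 0.592), the fall being in the core fucosyltransferase FUT8 (-0.51, SE 0.049). Of 24 genes of glycosylphosphatidylinositol anchor synthesis, 2 rose and 11 fell (adjusted p = 0.203). These included PIGK (-0.79, SE 0.057) and PIGV (-0.61, SE 0.059), and PIGM (-0.19, SE 0.053), whose 2 probe sets gave -0.35 and -0.034, which was -0.36 without replicate 2 and which did not pass without the filter on low signal (adjusted p = 0.0646, the highest over its alternatives). Of 5 galectins and their partners, 1 rose and 2 fell (adjusted p = 0.761), with LGALS8 lower (-1.33, SE 0.051). Of 4 genes listed as mucins, MUC1 fell (-0.34, SE 0.061) and MCAM rose (1.33, SE 0.095). MCAM encodes an adhesion molecule that shares the mucin numbering but is not a mucin.

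By the study's categories, 37 of 105 glycan transferases rose and 26 fell, against 10 and 18 of 38 genes of glycan degradation and 15 and 10 of 35 glycoproteins. In nucleotide sugar synthesis 13 of 27 rose and 7 fell, with UAP1, which makes UDP-N-acetylglucosamine, higher (1.54, SE 0.068). Of 17 nucleotide sugar transporters, 5 rose and 5 fell. Of 8 genes of Golgi transport, which encode subunits of the conserved oligomeric Golgi complex, 7 fell, such as COG7 (-0.48, SE 0.053), and COG5 rose (0.34, SE 0.068). Of 10 C-type lectins 1 rose and 2 fell (1 and 1 when adjusted over the list alone). Of the falls, ATRN (-0.25, adjusted p = 0.0442) was not past without the block (0.088) or without the filter on low signal (0.074). Nor was ATRN past without replicate 2 (0.117) or without replicate 3 (0.223). Its log2 fold change was -0.14 without replicate 3 and -0.36 without replicate 1. Of 5 galectins 1 rose and 2 fell, and of 2 measured I-type lectins ICAM1 fell (-0.50, SE 0.079). In the categories for the TGF pathway, the Notch pathway and EMT markers, 6 of 14 rose and 4 fell, 6 of 14 rose and 3 fell, and 3 of 6 rose and 1 fell. Camera's adjusted p ran from 0.113 for Golgi transport to 0.883 over the 11 categories tested, and glycoproteins passed under the stricter filter alone (0.224, and 0.0217 there).

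Of 25 Notch pathway genes, 10 rose and 7 fell (adjusted p = 0.339). The ligand gene JAG1 (2.45, SE 0.064) and the targets HEY1, HES4 (1.62, SE 0.051) and HES1 (1.28, SE 0.078) rose, while the ligand genes DLL1 (-1.14, SE 0.12) and JAG2 (-0.87, SE 0.055) fell. Of the 22 measured anchor genes 16 rose and 5 fell (adjusted p = 0.000762, and adjusted p = 0.831 with an estimated correlation). The genes that the study singled out as raised included 20 measured, of which 19 rose (adjusted p = 3.49e-10), and those singled out as lowered 5, all of which fell (adjusted p = 0.000806), with adjusted p = 0.831 for both with an estimated correlation. These lists were chosen on the same samples and are not independent evidence of direction, and the anchor genes overlap with them.

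In all, 12 of 47 lists passed camera, and 0 held with an estimated correlation, where 1 list had an unadjusted p under 0.05. The latter version tests on the 2 residual degrees of freedom, so it can hardly call a list after adjustment. Its lack of calls cannot decide whether the lists hold. By fry, which does not compare a list with other genes, 27 lists moved one way on balance. The median, mean and test differed in sign for 8 lists, those of galectins (both versions), nucleotide sugar transporters, G2 and M phase genes, sulfate addition, sulfate removal, proteoglycan cores and sialyltransferases. Adjusted over the list alone, counts were the same for all but 18 lists, among them actin and contractile genes with 20 higher and 2 lower, epithelial genes with 6 and 13, integrins with 7 and 2, and Notch pathway genes with 12 and 7.

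Markers of other cell types were few above the signal limit. No acinar or endothelial marker was measured. Of fibroblast markers COL1A1 was measured and rose, and of haematopoietic markers LAPTM5 (1.38, SE 0.062). Of 2 endocrine markers, SCG2 rose (1.02, SE 0.059) and CHGB fell (-0.61, SE 0.066). Of 3 ductal markers MUC1 fell, of 2 lung epithelial markers ABCA3 fell (-0.21, SE 0.062), a call that was lost without replicate 2 (adjusted p = 0.122), without replicate 3 (0.158) and without the filter on low signal (0.052), and the hepatocyte marker CYP3A4 did not pass the test (-0.067, SE 0.074, adjusted p = 0.467).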

Values the study reported

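For Panc-1 cells the study listed increases of 8.04-fold in SPOCK1, 10.33-fold in LTBP2, 8.31-fold in ZEB1, 5.54-fold in JAG1, 2.84-fold in SULF2, 2.31-fold in CHST3, 2.35-fold in GALNT2, 2.19-fold in GALNT10, 1.98-fold in MRC2 and 1.50-fold in HAS2. Among decreased genes it listed 4.01-fold for CDH1, 2.96-fold for ST8SIA4, 6.84-fold for KLRC3 and 2.66-fold for TWIST2. Across Panc-1 and a second line, A549, it counted 1,524 changed targets, of which 40 (2.6%) were glycogenes.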

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

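Control probe sets stand outside the tests, and 5 of the 17 human ones had all 3 TGFβ arrays above all 3 untreated arrays, while 8 had all 3 below, where chance gives 5% for each direction. The ACTB control was higher with TGFβ by 0.28 (log2) at the 3' end, by 0.42 in the middle and by 0.50 at the 5' end. The GAPDH control was higher by 0.029 at the 5' end and by 0.048 in the middle. Lower with TGFβ were probe sets of the ribosomal RNA controls HUMRGE (-0.96 at the 3' end) and M27830 (-0.59 at the 5' end and -0.29 in the middle), the 4 of ISGF3A (-0.31, -0.24, -0.16 and -0.29) and the Alu control (-0.053). The gene ACTB, measured by its own probe sets, rose by a log2 fold change of 0.27 (SE 0.051), while GAPDH did not pass the test (0.035, SE 0.047). No explanation of these values was tested.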

How the results depend on the processing

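The enrichment of glycogenes among genes changed by at least 1.5-fold was chosen after seeing the data, while the other alternatives were set before. The count of changed genes ran from 4296 without replicate 2 to 6484 without replicate 1, and 43.5% to 48.8% of the called genes were higher in each setting. The methods' t-test with Benjamini-Hochberg adjustment called 2965 probe sets on linear values and 3274 on log2 values, a test with 2 degrees of freedom per probe set. The median log2 fold change of genes stayed within -0.032 to 0.013.

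Same-numbered arrays deviated from their group means with correlations of -0.241, 0.241 and 0.110, so by the data the numbers do not pair the arrays, and the replicate block rests on the study's methods. Without the replicate block 6265 genes and 11058 probe sets were called, ABCA3 (adjusted p = 0.120) and ATRN (0.088) were not, and the enrichment was 1.48 (Fisher's exact p = 0.00274). No call of a list changed without the block.

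By Fisher's exact test the odds ratio for glycogenes was 1.24 (p = 0.0791) with the methods' t-test at an unadjusted p under 0.05, 1.31 (p = 0.0634) under the stricter filter and 1.28 to 1.36 with a replicate left out, with p = 0.0598 without replicate 1. The p-values of its alternatives ran from 0.00018 to 0.0791, and the cause was not tested.

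With an estimated correlation 0 lists were called, which cannot decide whether the lists hold, since that version tests on 2 residual degrees of freedom. Adjusted p was then 0.841 for cholesterol synthesis, 0.899 for ER stress and 0.831 for the lists of actin and contractile genes, growth factors, hypoxia and glycolysis, interferon response, matrix proteases, mesenchymal genes and TGFβ-induced targets. Some lists gained a call. Epithelial genes had adjusted p = 0.0405 with median centring and 0.0186 without the filter on low signal, integrins 0.0031 under the stricter filter and 0.0377 to 0.171 with a replicate left out, GALNT enzymes 0.0494 and glycoproteins 0.0217 under the stricter filter, and collagens 0.0101 without the filter on low signal. Over all alternatives these lists ranged from 0.0186 to 0.831, from 0.0031 to 0.926, from 0.0494 to 0.926, from 0.0217 to 0.926 and from 0.0101 to 0.926. The cause of the gained calls was not tested.

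Of lists not called, the direction turned for nucleotide sugar transporters with quantile normalization (0.991), under the stricter filter (0.821) and without replicate 1 (0.941, against 0.795 at the lowest with a replicate left out), for housekeeping genes with quantile normalization (0.972) and without _x_at probe sets (0.972), and for O-glycan core extension (0.913) and sialyltransferases (0.951) without the filter. It turned for proteoglycan cores with the filter on all arrays (0.861), with the highest probe set (0.929) and without replicate 1 (0.798, against 0.925 at the highest with a replicate left out). These are adjusted p-values. Of the named genes, ZEB1 turned with the highest probe set (-0.0082) and under the stricter filter (-0.051), CD44 with the highest probe set (-0.019), and CYP3A4 without replicate 3 (0.030, against -0.14 at the lowest with a replicate left out). Counts within lists include genes that lost their call in 1 or more settings, with highest adjusted p of 0.223 for ATRN, 0.135 for C1GALT1C1, 0.0853 for COG6, 0.138 for DSE, 0.157 for FUT4, 0.116 for LAMB1, 0.133 for POFUT2 and 0.116 for SDHA, and the cause was not tested. Lists with under 5 genes left by a stricter filter give no value there. On each array 33.4% to 33.8% of probe sets reached a signal of 100, and dimmer genes were tested only in the setting without the filter.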

Other observations

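Of 20 interferon response genes, 15 fell and 1 rose (camera adjusted p = 0.00024, and adjusted p = 0.831 with an estimated correlation), among them the antiviral genes IFITM2 (-1.48, SE 0.064), IFITM3 (-1.47, SE 0.048) and IFIT1 (-1.07, SE 0.058) and IFI6 (-0.95, SE 0.057). Of 19 genes of cholesterol synthesis 14 rose and 1 fell (adjusted p = 0.000806, and adjusted p = 0.841 with an estimated correlation), with FDPS (0.81, SE 0.065), SQLE (0.66, SE 0.051) and HSD17B7 (0.62, SE 0.053) higher and the sterol reductase TM7SF2 lower (-0.97, SE 0.051). Of 27 genes of hypoxia and glycolysis 16 rose and 4 fell (adjusted p = 0.00441, and adjusted p = 0.831 with an estimated correlation), including PFKFB3 (1.52, SE 0.13) and the glucose transporter SLC2A1 (0.75, SE 0.057). Of 27 ER stress genes 15 rose and 2 fell (adjusted p = 0.00469, and adjusted p = 0.899 with an estimated correlation), with ATF3 2.39-fold higher.

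Of 10 cell cycle inhibitors and G1 genes 5 rose and 3 fell (adjusted p = 0.416), with CCND2 (2.45, SE 0.097, from 4.88 without TGFβ, under the array medians, and 1.28 without the filter on low signal), MYC (1.37, SE 0.060) and CDKN1A (1.30, SE 0.048) higher and CDKN1B lower (-1.24, SE 0.070). Of 34 S phase genes 10 rose and 4 fell (adjusted p = 0.228), and of 36 G2 and M phase genes 10 rose and 6 fell (adjusted p = 0.761). Of 12 housekeeping genes 2 rose and 4 fell (adjusted p = 0.866), with PGK1 higher (0.46, SE 0.050) and GUSB lower (-0.40, SE 0.054).

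ZEB1 was 1.06-fold higher here and did not pass the test. That is lower than the value quoted from the study above, for which the sources used here do not name the probe sets, so it need not rest on the same ones. The study states that its tables of changed genes kept only probes past a limit on change, 1.5-fold in its text. It averaged these where a gene had several. The tested ZEB1 probe sets gave 0.94-fold, 1.28-fold and 0.99-fold here, short of that limit.

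Tests of a residue that depends on signal, of the replicate number and of a single probe set and the bootstrap interval for dim probe sets were chosen after the results were seen, and the patterns themselves were found in these data. Deviations of the arrays from their group means ran along 1 axis that held 53.5% of the within-group variance. A shared experiment behind the replicate number is argued against by a lowest correlation of -0.241. A residue of normalisation that depends on signal was tested as the whole cause by quantile normalisation. It took the Pearson r of slopes and mean signal across all probe sets from 0.261 to -0.0029. The axis then held 48.5% (bootstrap 95% interval 47.3% to 49.6%) against 53.5% before, with array scores as before (r over arrays 0.998). That small drop argues against such a residue as the whole cause. A leading axis always holds at least the even share of 25%, so staying above that share is not evidence. Such a residue as part of the cause stays open, since the r of slopes and mean signal was 0.261 before. The lower quartiles of the arrays also followed the axis (r over arrays -0.976), although across genes the r of slopes and mean signal was -0.0618. Very long mRNAs, a list written before the test without genes already seen to lead the axis, with 58 of 66 measured, had a median slope of 0.231, where matched random lists gave 0.0246 to 0.0957 in their central 95%, and 96.6% of the list shared the sign. Uneven recovery of very long mRNAs between arrays is therefore a candidate explanation, while slopes and log2 fold changes had an r across genes of -0.023, the list had a median log2 fold change of -0.13 against -0.013 for all genes, and no biological explanation was tested.

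TXNIP, ARRDC4 and PDK4 fell together. All 5 probe sets of the 3 genes fell in each pair, but the genes were picked for such falls. The 3 probe sets of TXNIP had log2 fold changes of -3.73 (SE 0.097), -2.75 (SE 0.096) and -3.99 (SE 0.15). These values argue against a single faulty probe set behind the fall of TXNIP. For ARRDC4 and PDK4 it cannot be told apart, since they have 1 tested probe set each. Without the filter on low signal PDK4 fell by 1.36. A list of FOXO targets was written before the test, without TXNIP, ARRDC4 and PDK4. It had a median log2 fold change of -0.43, where matched random lists gave -0.19 to 0.15. Of its 21 measured genes 17 were lower, 3 higher and 1 not past the test. Lower FOXO activity may contribute, as a hypothesis only, since target messages do not measure the activity of the factors, and other regulators of TXNIP and ARRDC4 were not tested.

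In 242 of 4452 genes with several probe sets (5.44%), probe sets of the gene were called in opposite directions. Probe sets named _x_at were not over-represented (odds ratio 0.896, 95% interval 0.628 to 1.26). Of the 242 genes, 2.48% stayed opposed at an adjusted p of 0.001, where 24.4% of genes with probe sets called one way kept such calls, so calls near the threshold could account for some of them, although the bound set against that explanation, 30%, lay above what genes called one way reach and the test is weak. Whether the dimmer probe sets are the source cannot be told apart, since the difference of medians was -0.158 with a bootstrap 95% interval of -0.352 to -0.0169, which spans the bound of -0.2.

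The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 10524 probe sets, 5934 genes and 184 glycogenes, where the highest of the other splits gave 0 by limma for each, and each of these counts had 1 split as large, the real one. The odds ratio for glycogenes, 1.35 in the real split, is undefined in the others, which called 0 genes. At an unadjusted p under 0.05 the other splits called at most 119 genes and 299 probe sets. Of lists, camera called 12 in the real split and 4 to 12 in the others, with 3 splits as large, the real one included. The other splits with 12 lists had the same counts and the same median SE (0.236). With the block they are 1 fit counted more than once. Other splits that part 1 pair repeat in the same way. The other splits mix both groups, so the TGFβ difference enters their residual variance (median SE of genes 0.14 to 0.24, against 0.056 in the real split). Counts near 0 of called probe sets, genes and glycogenes were therefore to be expected there. With the replicate block the TGFβ difference also stays in the contrast of each other split, which parts 1 or 3 pairs. List counts above 0 were therefore to be expected too, and the splits cannot tell whether list calls arise by chance.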
